A study of Oryza sativa with 4 samples. Its data were reported in "Integrated transcriptomics and miRNAomics provide insights into the complex multi-tiered regulatory networks associated with coleoptile senescence in rice" (2022).

How the data were processed

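Coleoptiles of rice (Oryza sativa) variety PB1 were profiled by RNA sequencing. The coleoptile is the sheath that covers the first leaf of a grass seedling, and it is the earliest organ to senesce. Seeds were kept under water for 7 days and the seedlings were then moved to air, which starts senescence of the coleoptile. The labels give 4 libraries. Of these, 2 were control libraries from submerged seedlings at 7 days after germination and 2 were day 2 libraries, taken at 9 days after germination.

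Per the study's methods, the authors filtered paired-end Illumina reads by base quality with NGS QC Toolkit and mapped them with TopHat to the Nipponbare reference IRGSP-1.0. Transcripts were assembled with Cufflinks, merged with Cuffmerge and compared between the groups with Cuffdiff. The values deposited by the authors are FPKM, fragments per kilobase of transcript, scaled to the number of mapped fragments, with 1 value per assembled transcript and group. Both libraries of a group are therefore pooled in its value, and no value per library was used here. The scaling option of Cuffdiff is not stated in the methods. The tables used here hold 3439 transcripts, and every one of the 3166 with a value above 0 in both groups differs by 4-fold or more, the smallest absolute log2 ratio being 2.00. They are thus a list of transcripts selected for change, not a whole transcriptome. Per its methods, the study had shortlisted transcripts by a p-value over its replicates. Its results section states that genes specific to day 2 were also included, and the list holds no transcripts specific to control. The sum of such a table is not a library depth, the tables give no number of fragments behind a value, and the share of all transcripts that changed cannot be computed from it.

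From these values the log2 ratio of day 2 to control was computed with no pseudocount, and transcripts listed at 0 in control were set apart because no fold can be given against 0. A transcript was counted as higher or lower when its FPKM was at least 1 in at least 1 group and its absolute log2 ratio at least 2. Because the files carry 1 value per group there was no replicate check of the values here, no test between the groups and no p-value, and the limma test planned for values per library was not run. Wilson 95% intervals of shares of transcripts or loci describe a number of items only. They do not cover the error between replicates or the dependence between genes. Percentiles of lists among 10000 random lists or 10000 shuffles are likewise descriptions of these libraries.

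Of the transcripts, 3241 carry a locus ID of the MSU rice annotation, with 3141 distinct IDs, and 198 carry none. These IDs matched no entry of the RefSeq gene table at hand (assembly ASM3414082v1), and the files do not pair them with names. Names are therefore given only for loci that the study itself named, written as such, and at most 2 other IDs per direction are printed. Gene families planned from gene descriptions were not run for the same reason. Coordinates are those of the authors' files, on IRGSP-1.0 and counted as the files give them. Chromosome numbers were assigned to the sequences in the files from the locus IDs on them.

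For lists of loci, FPKM was summed over the transcripts of a locus and transcripts without an ID were kept single, which gave 3339 items. A list was compared with random lists of the same size drawn within 10 classes of mean FPKM. The lists were the predicted targets of miRNAs that the study found lower or higher at day 2 (psRNATarget expectation of up to 4) and 7 functional categories the study assigned with MapMan. The categories, and the pairs of miRNA and target the study called inverse, were taken up after the files had been seen, and the study chose all of these lists on the same libraries, so none is independent evidence. All 263 predicted target loci are in the tables, so the target list had been restricted to changed transcripts. The miRNA values themselves were not analysed here.

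The named loci followed a rule fixed before the data were examined. It took the loci the study measured by qPCR or named with a locus ID, the 5 largest rises and the 5 largest falls among transcripts with FPKM of at least 10 in the higher group and at least 1 in the lower, and the 5 highest FPKM in each group. Alternatives fixed at the same time were a pseudocount of 0.1 or 1, no filter, a filter of FPKM 1 in both groups or 5 in at least 1 group, sums per gene and a stricter target expectation. Factors for library composition and the alternatives for categories, miRNA pairs and neighbours were chosen after the data had been seen.

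The list and shuffle procedures were tested on simulated data. Of 100 random lists of 60 loci among 3339 items, 4 fell outside the central 95% of matched lists, and all 100 lists with 90% rising loci fell above it. With random directions among 3329 transcripts, 2 of 40 simulations fell outside the central 95% of shuffles, and all 40 with directions copied to 30% of near neighbours fell above. With random target directions over 301 miRNA pairs, 2 of 100 simulations fell outside, and all 100 in which 50% of the targets were set opposite to their miRNA fell above. Computations used Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9.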

Results

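RNA sequencing of rice coleoptiles compared submerged seedlings with seedlings that had spent 2 days in air, to find the transcripts that change as the coleoptile senesces. The groups differed at once in submergence or air, in age (7 against 9 days after germination) and in senescence. A difference below can therefore not be assigned to 1 of these. There were 2 control and 2 day 2 libraries, and the authors' value for each group was 1 FPKM per transcript. The study had shortlisted these transcripts with a test over its replicates, but no replicate values were used here, so the differences below have no replicate check of their own, and the tables give no number of fragments behind an FPKM. The tables listed 3439 transcripts already selected for a change of 4-fold or more, from 3361 gene models. Among them, 36 transcripts were under FPKM 1 in both groups. The summed FPKM of the listed transcripts was 269393 in control and 144639 at day 2.

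Among transcripts above 0 in both groups and at FPKM 1 or more in at least 1 group, 1954 were higher and 1187 were lower at day 2. The share that was higher was 62.2% (Wilson 95% interval 60.5% to 63.9%, n = 3141 transcripts). The count of higher transcripts moved most when FPKM 1 was required in both groups, which left 1000 higher and 950 lower. Scaling of the libraries also moved the split. With day 2 divided by 1.81, the largest factor that loss of the listed transcripts allows, 1146 were higher and 1187 lower past 4-fold, and with day 2 multiplied by it, 1954 were higher and 573 lower. Because transcripts under 4-fold are not listed, the direction that gains from a factor cannot gain calls in these tables. The median log2 ratio over all called transcripts was 2.35, and 1.66 with a pseudocount of 1.

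The higher transcripts had a median log2 ratio of 3.14, with quartiles of 2.47 and 4.13. Their median FPKM was 1.04 in control and 11.4 at day 2. The lower transcripts had a median log2 ratio of -2.82, with quartiles of -3.64 and -2.35, and their median FPKM was 36.4 in control and 4.06 at day 2. A change past 5 on the log2 scale was seen for 278 of the higher and 111 of the lower transcripts. The share of higher transcripts declined with abundance. It was 52.8% of the 1975 transcripts with FPKM 10 or more in their higher group, 35.3% of 502 with FPKM 100 or more and 28.1% of 57 with FPKM 1000 or more.

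**Figure D1:**
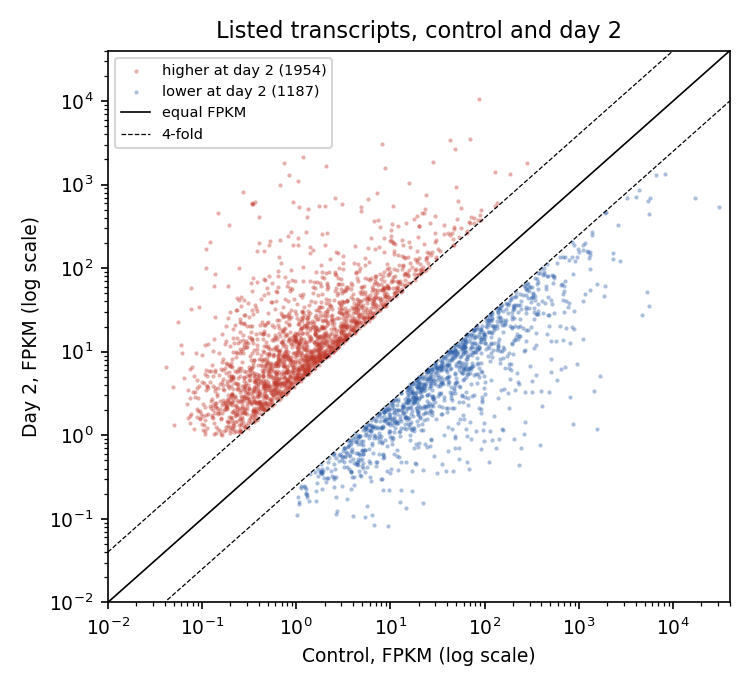
Each point is 1 transcript above 0 in both groups and at FPKM 1 or more in at least 1 group, with its control FPKM on the x axis and its day 2 FPKM on the y axis, both on log scales; the solid line marks equal FPKM and the dashed lines a 4-fold difference. The 1954 higher transcripts lie mostly at low control FPKM (median 1.04) and the 1187 lower transcripts at high control FPKM (median 36.4).

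A further 262 transcripts were listed at 0 in control with FPKM 1 or more at day 2, and none was listed at 0 at day 2, since the list holds no transcripts specific to control. At FPKM 5 or more at day 2 the count was 75. Over all 273 transcripts listed at 0 in control, the median day 2 FPKM was 2.46 and the highest 175.1, and 34 reached FPKM 10. The other transcripts that were higher had a median day 2 FPKM of 11.2. The genomic span of the transcripts at 0 in control was also shorter, with a median of 1402 bases against 2600 bases.

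Among the listed transcripts, the 10 highest of control held 35.3% of the summed control FPKM and all 10 were lower at day 2. The 10 highest listed at day 2 held 22.5% of the summed day 2 FPKM and all 10 were higher. Because every listed transcript changed 4-fold or more, these directions are largely set by the selection. The highest control value belonged to LOC_Os10g40440 (chromosome 10, 21662453 to 21663219), which went from FPKM 30833 to 532.8, a log2 ratio of -5.85. The highest day 2 value belonged to LOC_Os08g08970 (chromosome 8, 5222238 to 5223278), which went from FPKM 86.3 to 10585, a log2 ratio of 6.94. The largest rise among transcripts with FPKM 1 or more in control was that of LOC_Os08g08980 (chromosome 8, 5228826 to 5229949), from FPKM 1.18 to 2126, a log2 ratio of 10.82. The largest fall was that of LOC_Os02g18650 (chromosome 2, 10864068 to 10867222), which the study named pectinesterase, from FPKM 1548 to 1.18, a log2 ratio of -10.36. It was followed by LOC_Os05g39310 (chromosome 5, 23058814 to 23061529), from FPKM 872.9 to 1.38, a log2 ratio of -9.30. Neighbouring copies of similar sequence can share reads, and whether this applies to these loci was not determined.

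The loci that the study measured by qPCR or named with a locus ID were then looked up. Of the 10 listed loci measured by qPCR with a stated direction, 9 moved in that direction. These loci were chosen on the same libraries. The amino acid transporter locus LOC_Os01g71740 (chromosome 1, 41564013 to 41566712) rose from FPKM 1.82 to 11.8, a log2 ratio of 2.70. The receptor kinase locus LOC_Os02g48080 (chromosome 2, 29429763 to 29432336) rose from FPKM 0.961 to 13.8, a log2 ratio of 3.84. The ribulose bisphosphate carboxylase locus LOC_Os12g17600 (chromosome 12, 10080504 to 10081588) fell from FPKM 43.1 to 9.82, a log2 ratio of -2.13. Of the laccase loci, LOC_Os01g61160 (chromosome 1, 35402794 to 35405298) had the largest log2 ratio, 6.30, from FPKM 0.387 to 30.4. The 1 qPCR locus that moved against its stated direction was the NAC2 locus LOC_Os04g38720 (chromosome 4, 22994560 to 22996624), which fell from FPKM 19.5 to 4.12 with a log2 ratio of -2.24. The CTP synthase locus LOC_Os01g46570 (chromosome 1, 26514542 to 26521761) fell from FPKM 120.9 to 29.7 with a log2 ratio of -2.02. The loci named RCC reductase, WRKY88 and elongation factor 1-alpha were looked up by locus ID and not found among the transcripts analysed here. The 198 transcripts without an ID could not be looked up. The study itself names RCC reductase among the genes that rose in both coleoptile and leaf senescence.

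The direction of change was compared between 7 functional categories, per locus, against 65.3% higher among all 3339 items, which include loci at 0 in control. Transporters had the highest share, with 110 of 131 loci higher (84.0%, Wilson 95% interval 76.7% to 89.3%), and it lay at percentile 100 of matched lists, whose median share was 69.5%. Among redox loci 29 of 37 were higher (78.4%, 62.8% to 88.6%), at percentile 99.8 of matched lists. Signalling loci went the other way, with 68 of 176 higher (38.6%, 31.8% to 46.0%), at percentile 0. Of the 108 signalling loci that were lower, 81 were receptor kinases. The remaining categories lay within the central 95% of matched lists. Transcription factors had 121 of 183 loci higher (66.1%, percentile 9.69), stress 92 of 143 (64.3%, percentile 78.0), hormone signalling 67 of 105 (63.8%, percentile 39.4) and cell wall 52 of 94 (55.3%, percentile 31.2). The share that moved most with a setting was that of transcription factors, which was 44.6% at FPKM 1 or more in both groups.

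**Figure D2:**
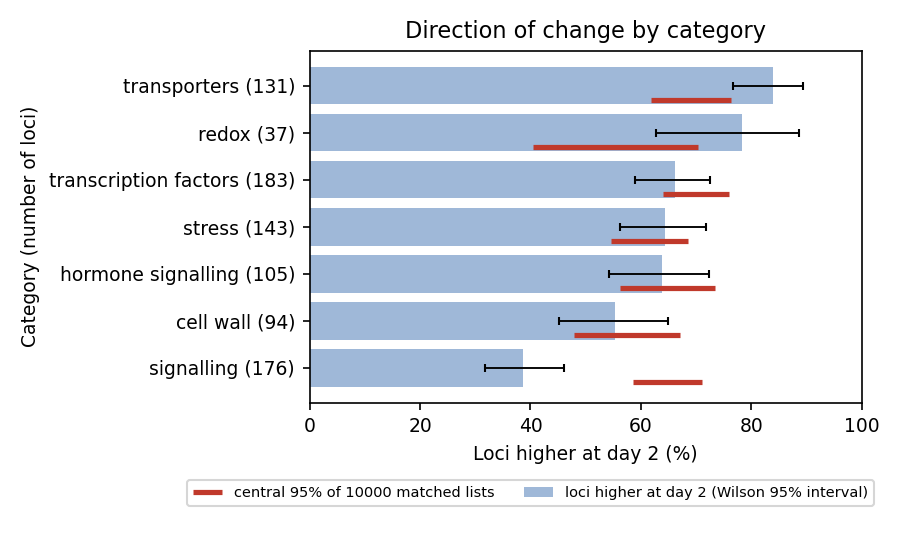
Bars give the share of loci in each category that were higher at day 2, in percent, with Wilson 95% intervals; red lines give the central 95% of shares in 10000 random lists of the same size matched on mean FPKM. Transporters (84.0%) and redox loci (78.4%) lie above that range and signalling loci (38.6%) below it.

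Within the categories, 45 subcategories held 5 or more loci. Of these, 4 lay above and 1 below the central 95% of matched lists, where random lists would put at most 2.25 outside on average. The spread around that average was not computed, so whether the number outside exceeds chance is not known. The subcategory below was receptor kinases, with 34 of 115 loci higher (29.6%, Wilson 95% interval 21.99% to 38.5%) against a median of 67.8% in matched lists. The other signalling subcategories lay within the central 95% and went both ways. Light had 11 of 14 loci higher and G-proteins 8 of 10, against 10 of 25 for calcium and 1 of 7 for sugar and nutrient. The subcategory of major intrinsic proteins, which are water channels, had 11 of 12 loci higher (91.7%, 64.6% to 98.5%) at percentile 99.3. All 8 jasmonate loci were higher, a share that also occurred within the central 95% of matched lists.

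A miRNA is a short RNA that lowers the level of the transcripts it pairs with, so targets of miRNAs that fell were compared with targets of miRNAs that rose. Among predicted targets of miRNAs lower at day 2, 99 of 150 loci were higher (66.0%, Wilson 95% interval 58.1% to 73.1%). Their median log2 ratio was 2.58, at percentile 26.6 of matched lists, and at percentile 4.55 with a pseudocount of 1. Among predicted targets of miRNAs higher at day 2, 90 of 124 loci were higher (72.6%, 64.1% to 79.7%). Their median log2 ratio was 2.51, at percentile 43.6, and at percentile 67.9 with a pseudocount of 1. The share higher lay at percentile 7.16 for targets of miRNAs that fell and at percentile 94.3 for targets of miRNAs that rose. Both lay within the central 95%, on the side opposite to that of targets moving against their miRNA. Neither median lay outside the central 95% of matched lists under any setting tried.

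Over the 301 predicted pairs of a miRNA and a locus, the locus moved opposite to its miRNA in 145 (48.2%, Wilson 95% interval 42.6% to 53.8%). With the directions of the 56 miRNAs shuffled the median share was 52.8%, and the observed share lay at percentile 15.4. The locus moved opposite in 111 of 170 pairs (65.3%) of miRNAs that fell and in 34 of 131 pairs (25.95%) of miRNAs that rose. Among the 140 pairs that the study called inverse, the locus moved opposite in 112 (80.0%, 72.6% to 85.8%) and with its miRNA in 28. For miR531a, a miRNA that rose, 9 of its 15 loci in these pairs were lower at day 2 and 6 were higher. The share over all 140 pairs lay at percentile 100 of shuffled miRNA directions, whose median was 57.1%. Among the predicted pairs that the study did not call inverse, the locus moved opposite in 36 (21.95%, 16.3% to 28.9%), at percentile 0. The study chose its pairs because locus and miRNA moved oppositely in these same libraries. Percentile 100 for its pairs and percentile 0 for the rest follow largely from that choice, and neither shows a tendency of targets.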

Values the study reported

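The study counted 1970 transcripts as upregulated and 1195 as downregulated, and 3166 as differentially expressed. Expression specific to control was reported for 44 genes and expression specific to senesced coleoptiles for 273. Of the transporters, 98 were given as upregulated, 22 as downregulated and 14 as specific to senescing tissue. Among signalling genes, 65 were reported up and 108 down. Of the redox transcripts, 29 went up and 8 down. For cell wall genes the counts were 42 down, 40 up and 12 specific to senescence. An inverse relation was reported for 105 pairs of a known miRNA and a target and for 35 further pairs. All 15 targets of miR531a in the network were described as declining.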

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

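The settings were chosen before the data were examined, except the composition factors and the alternatives for categories, miRNA pairs and neighbours. No paired analysis was possible because the columns carry 1 pooled value per group and no replicate number. For the same reason no replicate was left out and no limma fit was made. Rescaling each table to a common sum, scaling by the upper quartile and centring on the median were not run, since the tables hold only transcripts past 4-fold and their totals and medians do not measure depth. A log2 threshold of 1 selects nothing further from such tables and was left out. The gene families planned from descriptions were not run.

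Of 73 alternative values for 19 results, 50 stayed within the set range, 22 moved and 1 reversed. The range was wide, so a value within it can still differ much. With a pseudocount of 1, counts of 1306 higher and 913 lower lay within it. So did the shift from percentile 26.6 to 4.55 for targets of miRNAs lower at day 2. The count of higher transcripts moved from 1954 to 1000 when FPKM 1 was required in both groups, with 950 lower, and to 1146 when day 2 was divided by the largest factor that loss of the listed transcripts allows. The count of lower transcripts moved from 1187 to 573 when day 2 was multiplied by that factor. The share of higher transcripts was 65.0% with a pseudocount of 0.1 and 58.9% with a pseudocount of 1. A pseudocount also lets in transcripts at 0 in control. With 0.1, 2135 were higher, against 1970 above 0 in both groups with no filter. Without a pseudocount, the share counting those at 0 in control was 65.1%. Among transcripts above 0 in both groups, the share was 51.3% at FPKM 1 or more in both groups (Wilson 95% interval 49.1% to 53.5%) and 57.6% at FPKM 5 or more in at least 1 group. It was 49.1% with day 2 divided by the factor and 77.3% with day 2 multiplied by it. Only under the division was it below 50%, and with FPKM 1 in both groups the interval includes 50%. The filter in both groups takes out transcripts that start low in control, which are mostly higher ones, and the factors act only on listed transcripts, so both shifts follow from their construction.

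The count of transcripts at 0 in control fell from 262 to 75 at FPKM 5 or more at day 2, and the count at or near 0 at day 2 went from 0 to 2 when FPKM below 0.1 counted as 0, in a list that holds no transcripts specific to control. The median log2 ratio was 2.24 at FPKM 5 or more in at least 1 group and 1.66 with a pseudocount of 1, from 2.35, as a pseudocount shrinks the ratios of low transcripts. The median of the targets of miRNAs higher at day 2 reversed from percentile 43.6 to percentile 67.9 of matched lists with a pseudocount of 1, both within the central 95%; the cause was not tested.

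At FPKM 1 or more in both groups the share of loci that were higher moved to 39.4% for cell wall, 50% for hormone signalling, 23.9% for signalling, 55.0% for stress, 44.6% for transcription factors and 70.3% for transporters, again after loss of loci low in control. At FPKM 5 or more in at least 1 group it moved to 30.4% for signalling and 52.5% for transcription factors. In these settings transporters stayed mostly higher and signalling mostly lower. Redox loci stayed at 76.7% at FPKM 1 or more in both groups, above transporters, so the rank of transporters as the highest share depends on the filter. The same-direction share of neighbours rose to 75.2% with all transcripts kept, since transcripts of 1 locus then form pairs.

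Of 138 alternative log2 ratios of 46 single transcripts, 101 moved by more than 0.1. Their sign could not change, since a pseudocount keeps it and the factor is smaller than 4-fold, so it is no measure of stability. Under a pseudocount of 1, 11 of the 46 fell under 4-fold, and under the composition factor 13 did. The lack of fragment numbers limits the transcripts of low FPKM most, because the error of their ratios cannot be given.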

Other observations

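The tests of composition, sampling noise, mean FPKM, miRNA pairs and the pairs called inverse were chosen after the results were seen. So was the comparison of near with random pairs. The remaining tests were chosen before their results were seen. The same-direction share of neighbours, which several of them use, was nonetheless not planned before the data were examined.

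More transcripts were higher than lower at day 2. If FPKM was scaled to the total of mapped fragments, the loss of abundant control transcripts may have raised every other value. From genomic spans, the lower transcripts held at most 44.7% of control fragments and 4.88% of day 2 fragments, so the factor is at most 1.81 from the listed transcripts. As the whole cause of any single listed rise this is argued against, since every listed rise is 4-fold or more and the factor is smaller. That outcome was fixed by the selection at 4-fold. After division by the factor, 58.6% of the higher transcripts stayed past 4-fold. For the excess of higher over lower transcripts, composition stays open, since 1146 higher against 1187 lower remained past 4-fold. The factor is an upper bound, the scaling option of Cuffdiff is not stated and transcripts under 4-fold are not listed. Composition and a true excess therefore cannot be told apart here. The excess was carried by transcripts of low mean FPKM. At or above the median mean FPKM of 9.62 the share of higher transcripts was 48.0% (Wilson 95% interval 45.5% to 50.5%), and below it 76.4%. Among transcripts under FPKM 1 in their lower group 80.1% were higher. Sampling noise of equal size in both groups would give an even split, and the read totals the study gives, summed over the libraries of a group, are similar in both groups. This argues against noise as the whole cause, although the fragments behind each FPKM were not used here. A change of expression in the coleoptiles remains open and was not tested. Senescence, the move from water to air and greater age cannot be told apart as its source, since they differ together between the groups.

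Transcripts listed at 0 in control had a median day 2 FPKM of 2.46, below that of every one of 10000 random lists drawn from all transcripts that were higher. This is consistent with a detection limit in control. It leaves open the 34 that reached FPKM 10 at day 2. The number of transcripts at 0 at day 2 was 0 here, because the list holds no transcripts specific to control. That is lower than the value quoted from the study above, and it is no measure of expression specific to control.

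Adjacent listed transcripts tended to change in the same direction. With 1 transcript per locus, gene model and overlap, 357 of 509 pairs within 10 kb shared direction (70.1%, Wilson 95% interval 66.0% to 74.0%), against at most 62.9% in 10000 shuffles within chromosomes. Repeated transcripts of 1 locus are thereby argued against as the cause. Pairs over 200 kb apart exceeded the shuffle median by 1.27 percentage points, and pairs 50 to 200 kb apart, with 57.1%, by 2.44 points, an excess that 384 of 10000 shuffles reached. Near pairs exceeded it by 15.5 points, which argues against directions that differ between broad regions as the whole cause, while a small regional part stays open. Shuffling within 20 classes of mean FPKM gave at most 63.9%, which argues against abundance. Reads shared between adjacent near-identical copies stay open. Pairs 10 to 50 kb apart shared direction in 59.6%, a share reached by 3 of 10000 shuffles. The log2 ratios of near pairs of 1 direction differed by a median of 0.907, against a median of 0.975 over random pairs of 1 direction, and 2009 of 10000 random sets were as low, so near pairs were not clearly more alike than random ones. No sequence was compared, so shared reads and joint regulation of duplicated genes cannot be told apart. There were 16 runs of 4 or more adjacent transcripts of 1 direction, against a median of 5 and at most 12 in 1000 shuffles. The longest, on chromosome 11 from 28727507 to 28761600, held 9 transcripts that were all lower, with a summed FPKM of 4249 in control and 83.6 at day 2. On chromosome 8, from 5222238 to 5240148, 4 transcripts that were all higher went from a summed FPKM of 88.3 to 12794.

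The hypothesis that predicted targets moved opposite to their miRNA was tested over all 301 pairs. The share of opposite pairs lay at percentile 15.4 of shuffled miRNA directions, so no general opposite movement was seen. Single pairs are not excluded, and the list holds only transcripts selected for change. The inverse share of the 140 pairs the study called inverse lay at percentile 100 of shuffled miRNA directions, so most of these pairs followed the listed transcripts. In 28 of them no listed transcript of the locus moved opposite to the miRNA, which argues against every pair having been matched to the transcripts listed here. Why these differ was not tested. The number of miR531a targets that declined was 9 here. That is lower than the value quoted from the study above.

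One locus, chosen after its values were seen, was the only 1 of 95 loci with several transcripts above 0 in both groups whose transcripts moved in opposite directions. One (chromosome 1, 21922041 to 21924309) fell from FPKM 323.3 to 48.7 and the other (21925150 to 21927844) rose from FPKM 0.111 to 3.48. The locus ID of 1 transcript on chromosome 10 (21707053 to 21710973) belongs to another chromosome.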
